A study of Mus musculus with 12 samples.

How the data were processed

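RNA from mouse C2C12 cells, an immortalized myoblast line, was profiled in 12 libraries. The libraries form 6 groups of 2, set by stage and by treatment. The stages were proliferating cells (labelled GM) and cells 24 h or 48 h after induction of differentiation (labelled DM 24h and DM 48h). The treatments were DMSO, the vehicle, and 50 uM PFI-3, a compound that binds the bromodomains of the chromatin-remodelling ATPases BRM (gene Smarca2) and BRG1 (gene Smarca4) and of PB1 (gene Pbrm1). Treatment began 12 h before harvest or before induction and was renewed every 24 h, per the labels. Groups and replicate letters (A and B) were read from the sample titles.

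The authors' sequencing provider prepared and sequenced the libraries and ran the downstream processing, per the labels. One table per library was deposited, and replicates were not pooled. Each table gives an expected count per gene and an FPKM value per gene (fragments scaled by transcript length and library size), per the file headers. The aligner, the quantifier, the genome build and the annotation release are not stated in the headers or the labels. Genes are identified by NCBI Gene numbers with RefSeq transcripts. A table lists between 13499 and 14231 genes, and a gene that was missing from a table was taken as 0 there. This reading is not stated in the headers. It rests on the 6963 cases in which a gene was listed in only one replicate of a group: its count was at most 5 in 97% of them, with a median of 1. Between 93.3% and 93.7% of the deposited expected counts in a library were whole numbers. The rest are fractions, as arise when a read is shared between genes. No mitochondrial gene was listed. No genome coordinates were used.

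Expected counts summed to between 12576374 and 13658352 per library, and the 10 most abundant genes held 5.11% to 6.29% of them. At these depths a count of 3 was used as the floor: a fold against a group whose libraries are all at or under it is given as a lower bound. Counting error is the only error that such a floor covers, because reads amplified by PCR without molecular identifiers are not independent molecules.

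Expected counts were rounded to whole numbers and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM scaling. One model with 6 groups was fitted to all 12 libraries, so that the groups share one estimate of the spread. The low-count filter of edgeR kept 12545 of 16288 genes. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p-value under 0.05. PFI-3 was compared with DMSO within each stage, DMSO cells at each later stage with proliferating DMSO cells, and the PFI-3 effect between stages through interaction contrasts. An additive model of stage and treatment gave the average effect over the 3 stages. Log2 fold changes carry standard errors derived from the same test. CPM values are counts scaled by the TMM-adjusted library total, given as mean ± SD with n = 2.

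Named genes carry edgeR p-values unless another test is given. Gene sets for the contractile apparatus (54 genes), myoblast fusion (44), S phase (43) and the G2 and M phases (54, called the G2M set) were tested with camera from limma 3.58.1, two-sided, with a preset correlation between genes of 0.01. The p-values were adjusted over the 12 tests of 4 sets in 3 stages. The genes named in the report were set by a rule. A fixed list held Smarca2, Smarca4, Pbrm1, Myod1, Myog, Mef2c, Myh3, Ckm, Acta1, Mymk, Adam12, Ccnd1, Ccna2 and Cdkn1a. To these were added, for each stage, the 3 largest rises and the 3 largest falls among called genes with a mean of at least 5 CPM and a change of the same sign in both same-letter pairs. The gene sets, the rule, the groups and the tests were fixed before the data were examined.

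The pairing of libraries across groups comes from the replicate letters in the titles. The labels do not say what the letter stands for, so the fit with the letter as a block was an alternative. Further alternatives were DESeq2-style size factors, the DESeq2 Wald test (DESeq2 1.42.0), no low-count filter, a stricter filter (mean of at least 10 counts), a 2-fold cutoff, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), a fit of only the libraries compared, other set tests, and leaving out each library in turn. A fit of the libraries compared with the block (within each stage for the stage differences), a block within each stage for the additive model and counts thinned to the smallest total were added after the data had been seen.

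The tests were checked on simulated counts for 12545 genes, of which 200 were changed 2-fold. The edgeR test recovered 91% of these and 4.7% of its calls were false. DESeq2 recovered 90% with 4.8% false, and limma on log2(FPKM + 1) recovered 90% with 7.7% false. All libraries shared 1 spread per gene in these counts, so they could not show errors from the wider spread of the real GM libraries. In a further simulation with that wider GM spread, the edgeR fit made 180 calls in GM, where no gene was changed. GC content was taken from GENCODE transcripts matched by RefSeq transcript for 16158 genes and by symbol for 91. Tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.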

Results

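Gene expression was measured by RNA sequencing in C2C12 cells, a mouse myoblast line. Cells received DMSO or 50 uM PFI-3 and were harvested while proliferating (GM), or 24 h (DM 24h) or 48 h (DM 48h) into differentiation. Each of the 6 groups had 2 libraries, A and B. Total expected counts ranged from 12576374 in library B of the DM 48h PFI-3 group to 13658352 in library B of the GM DMSO group. The files listed 16288 genes in at least one library and 12206 in all 12, and 12545 passed the low-count filter.

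The replicates were compared first, since their spread sets what can be called. For the GM pairs, chi-square over degrees of freedom was 18.3 with DMSO and 13.6 with PFI-3, where counting error alone gives 1. The 4 DM pairs had ratios between 1.73 and 2.09. Over genes with a mean of at least 50 counts, the SD of the log2 ratio of B to A was 0.3 and 0.275 in the GM pairs and between 0.130 and 0.138 in the DM pairs. The libraries were kept as 2 replicates because the labels call them biological duplicates. Repeat libraries of one culture can also exceed counting error, so these ratios do not show that the DM pairs were separate cultures, and the DM calls rest on the labels in this. Same-letter GM libraries deviated from their group means together across genes, with a correlation of 0.504. For DM 24h and DM 48h this correlation was 0.029 and 0.047. The first principal component held 80.3% of the variance and ordered the stages, the second held 9.8%, and the third, with 4.6%, placed the PFI-3 libraries of each stage below its DMSO libraries.

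**Figure D1:**
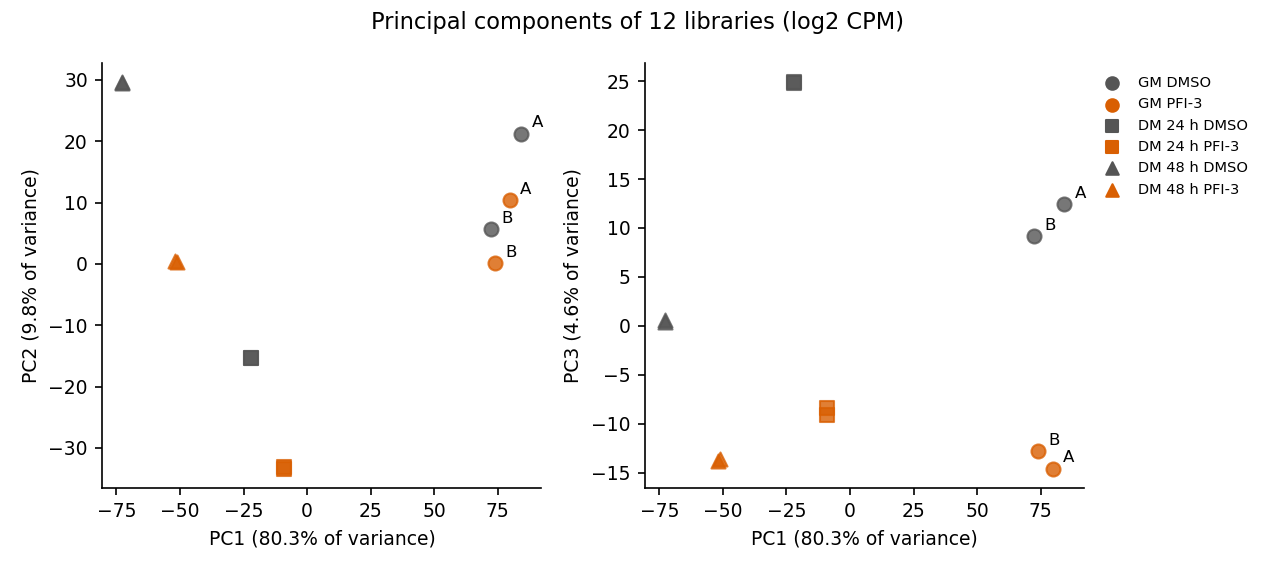
Principal components of log2 CPM for the 12 libraries, PC1 against PC2 on the left and PC1 against PC3 on the right; symbols give the stage, grey is DMSO and orange is PFI-3, and A and B mark the GM replicates. The 2 libraries of each DM group nearly coincide, while the GM DMSO libraries lie at 84.3 and 72.3 on PC1.

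The response of vehicle-treated cells to induction gave the background for the PFI-3 effect. At DM 24h, 7602 of 12545 genes differed from proliferating cells (3840 higher, 3762 lower), and at DM 48h 9169 genes differed (4664 higher, 4505 lower). With the replicate letter as a block, where same-letter libraries correlated at -0.007 and -0.011, the counts were 7593 and 9194. A change of at least 2-fold was reached by 2394 genes at DM 24h and 4137 at DM 48h. The median fitted log2 fold change of the contractile set was 7.04 at DM 24h and 10.54 at DM 48h. These are not measured sizes for genes near 0 counts in GM, such as Ckm with 1 and 1 counts. The mean log2 CPM of the set was -0.23 in GM, 4.45 at DM 24h and 7.8 at DM 48h with DMSO. The S phase set fell by 0.605 at DM 24h and by 2.21 at DM 48h, and the G2M set by 0.163 and 1.73.

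PFI-3 was compared with DMSO at each stage to ask which genes depend on the bromodomains that it binds. In GM, 1456 genes were called (685 higher, 771 lower). The number rose to 2966 at DM 24h (1533 higher, 1433 lower) and 3438 at DM 48h (1682 higher, 1756 lower). Exposure to PFI-3 was also longer at the later stages, so the design does not separate stage from length of exposure. With the replicate letter as a block, 1489, 3040 and 3452 genes were called, of which 1372, 2877 and 3331 were also called without it. The correlations of same-letter libraries behind this check were 0.504, 0.029 and 0.047. As a ratio, requiring a 2-fold change moved the DM counts most, to 573 at DM 24h and 793 at DM 48h, and gave 212 genes in GM. The choice of libraries moved the GM count most. When only the 4 libraries compared were fitted, the GM count dropped to 38, and to 922 with the block, while the DM counts rose to 5603 and 5644. The shared estimate of the spread averages the wider GM pairs with the narrower DM pairs. In simulated counts with that difference in spread and no change in GM, the fit of all 12 libraries called 180 genes in GM, and the fit of the 4 libraries called 3. Simulated libraries were drawn independently, whereas real GM libraries of the same letter correlated at 0.504. Neither number is thus the count of false calls in the real data. On the FPKM scale (limma, log2(FPKM + 1)) the totals were similar but the balance was not, with 1057 higher and 347 lower in GM, 1863 and 1143 at DM 24h, and 2554 and 1356 at DM 48h. FPKM values were used without TMM scaling. TMM factors were higher with PFI-3 than with DMSO at each stage, so unscaled values lie higher with PFI-3. With DESeq2-style size factors, 1348 genes were higher and 1706 lower at DM 24h. Those factors moved the median log2 fold change of all genes there from -0.001 to -0.031.

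Between pairs A and B, the PFI-3 effects correlated across 10656 genes at 0.556 in GM, 0.885 at DM 24h and 0.892 at DM 48h. Genes are not independent replicates.

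**Figure D2:**
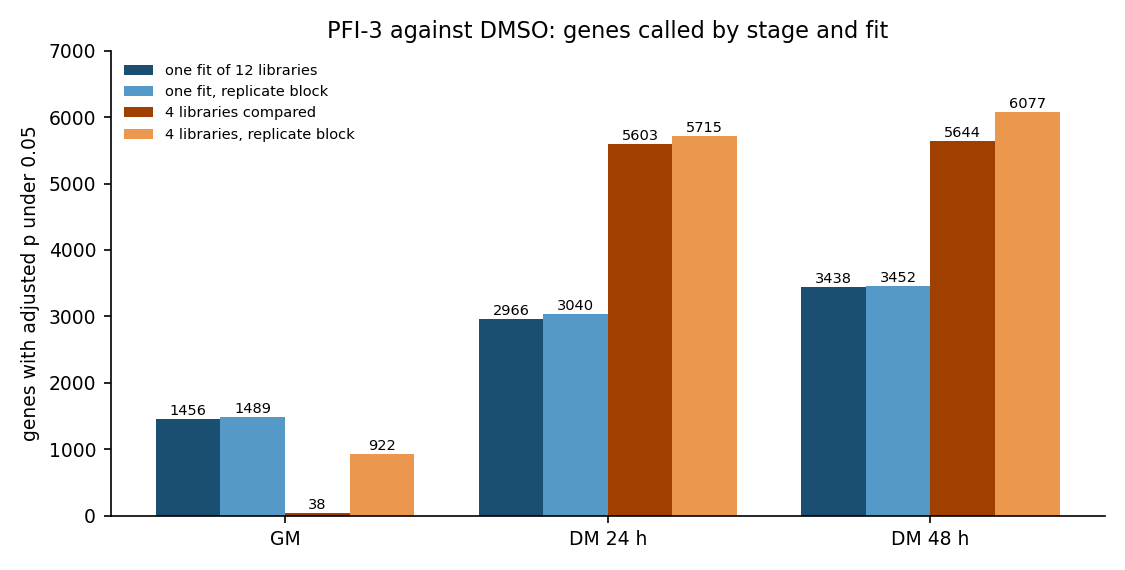
Number of genes with an adjusted p-value under 0.05 for PFI-3 against DMSO at each stage (bars), under 4 fits. The GM count runs from 38 to 1489 across the fits, and the DM 48h count from 3438 to 6077.

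Of the genes called in GM and at DM 24h, 778 were shared, and 733 of these changed in the same direction. GM and DM 48h shared 628 genes, of which 449 changed in the same direction and 179 in opposite directions. DM 24h and DM 48h shared 1454 genes, with 1245 in the same direction and 209 in opposite directions. In all 3 stages 422 genes were called, 176 of them higher each time and 165 lower each time. The difference between stages was also tested directly. Because exposure to PFI-3 lengthened with stage, these tests cannot tell an effect of stage from one of exposure time. The PFI-3 effect at DM 24h differed from that in GM for 423 genes, the effect at DM 48h from that in GM for 1824, and the effect at DM 48h from that at DM 24h for 1517. With the block these counts were 435, 1832 and 1544. In the fit of only the libraries compared they were 92, 1033 and 4170. With a block within each stage, which was chosen after the data had been seen, that fit gave 803, 2267 and 4344. The additive model over all stages called 3026 genes (1409 higher, 1617 lower), and 2811 with the block.

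The genes for the ATPases that PFI-3 targets were examined first. Smarca2 (NCBI Gene 67155) rose in GM from 24.0 ± 6.08 to 38.2 ± 9.67 CPM (SD, n = 2), a log2 fold change of 0.67 (SE 0.17, adjusted p 0.027). It also rose at DM 24h, from 52.6 ± 0.113 to 78.1 ± 4.49 CPM (0.57, SE 0.16, adjusted p 0.0202). The GM call was lost when only the libraries compared were fitted (adjusted p 0.346) but kept there with the block (0.00415), within a range of 0.00302 to 0.346 over the alternatives. Both calls were lost with limma on log2(FPKM + 1). At DM 48h the change of 0.26 was not called (SE 0.15, adjusted p 0.248), though it was in the fits of only the libraries compared, and the effect did not differ between DM 48h and GM (adjusted p 0.263). Smarca4 (20586) changed by -0.17 in GM and -0.05 at DM 24h, neither of which was called, and by 0.34 at DM 48h (SE 0.08, adjusted p 0.0068). Its CPM at DM 48h was 277 ± 11.8 with DMSO and 349 ± 20.3 with PFI-3. Pbrm1 (66923) changed by 0.09, -0.19 and 0.07 in GM, at DM 24h and at DM 48h, with adjusted p-values of 0.537, 0.138 and 0.62. Its change at DM 24h was called in the fits of only the libraries compared.

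Regulators of the muscle programme came next. Myog (17928), which encodes myogenin, was at 842 ± 6.68 CPM with DMSO and 406 ± 8.07 with PFI-3 at DM 24h, a log2 fold change of -1.05 (SE 0.08, adjusted p 2.4e-06). At DM 48h it was at 1833 ± 16.6 and 1196 ± 24.4 CPM (-0.62, SE 0.07, adjusted p 8.37e-05). Mef2c (17260) was at 72.6 ± 1.05 CPM with DMSO and 13.3 ± 0.142 with PFI-3 at DM 48h (-2.45, SE 0.18, adjusted p 2.35e-06). Its change of -2.09 at DM 24h (SE 0.60, adjusted p 0.0227) rested on counts of 22 and 12 against 3 and 5, and its call was lost with limma on log2(FPKM + 1). Myod1 (17927) changed by -0.30, -0.36 and -0.23 in the 3 stages, with adjusted p-values of 0.15, 0.0574 and 0.206. The change at DM 24h was called under 5 of 6 alternatives, with adjusted p-values between 8.55e-16 and 0.135 over all of them, and the additive model gave -0.30 (SE 0.08, adjusted p 0.0146). In the fits of only the libraries compared, Myod1 was also called at DM 48h. In proliferating cells Myog, Mef2c, Myh3, Ckm and Mymk had counts of at most 15 in each library, so only large changes could be detected there at this depth.

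Named structural and fusion genes were examined next. For Myh3 (17883) the log2 fold change was -1.64 at DM 24h (SE 0.07, adjusted p 6.88e-08) and -0.58 at DM 48h (SE 0.07, adjusted p 6.66e-05). Ckm (12715) changed by -1.36 and -0.92, Acta1 (11459) by -1.32 and -0.50, and Mymk (66139) by -1.35 and -0.57, all of them called. The Acta1 call at DM 48h (adjusted p 0.0334) was lost with the DESeq2 Wald test and with limma on FPKM. Adam12 (11489) fell in GM (-0.84, SE 0.21, adjusted p 0.0256) and at DM 24h (-1.32, SE 0.23, adjusted p 0.00162), while its change of -0.46 at DM 48h was called only in the fits of the libraries compared. Its GM call was lost with limma on log2(FPKM + 1) and when only the libraries compared were fitted, but not there with the block.

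Among cell cycle genes, Ccnd1 (12443) was at 33.5 ± 1.53 CPM with DMSO and 71.6 ± 3.65 with PFI-3 at DM 48h (log2 fold change 1.10, SE 0.10, adjusted p 8.82e-06). Its changes of -0.18 in GM and -0.22 at DM 24h were not called, the latter except in the fits of only the libraries compared. Ccna2 (12428) was lower at DM 24h (-0.42, SE 0.08, adjusted p 0.0026) and higher at DM 48h (0.93, SE 0.08, adjusted p 7.68e-06), where it was at 92.7 ± 1.29 CPM with DMSO and 177 ± 2.13 with PFI-3. Cdkn1a (12575) was lower at DM 24h (-0.67, SE 0.11, adjusted p 0.00115) and at DM 48h (-0.54, SE 0.11, adjusted p 0.00313). Of the 14 fixed genes, 2 were called in GM, 10 at DM 24h and 10 at DM 48h. Adjusted over the list alone, the numbers were 2, 12 and 10.

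**Figure D3:**
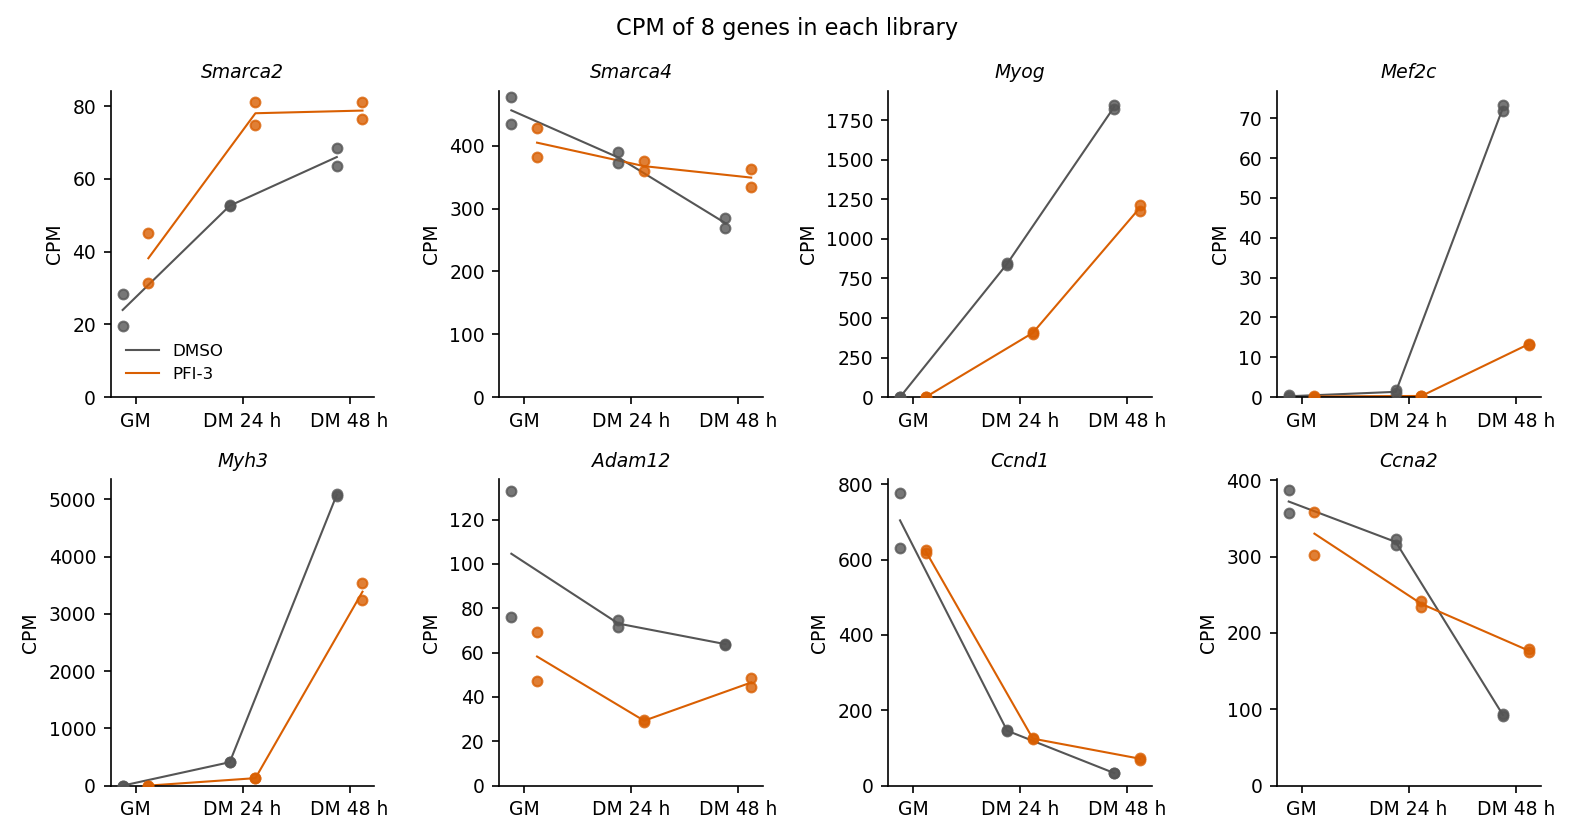
CPM of 8 genes in each library by stage; points are the 2 libraries of a group and lines join the group means, with DMSO in grey and PFI-3 in orange. Myog reaches a mean of 1833 CPM with DMSO and 1196 with PFI-3 at DM 48h, and Ccna2 is lower with PFI-3 at DM 24h and higher at DM 48h.

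The fixed gene sets summarised these changes. With PFI-3 the contractile set had a median log2 fold change of -1.56 at DM 24h (adjusted p 1.81e-75, 36 of 53 genes called lower) and -0.83 at DM 48h (adjusted p 2.43e-48, 42 of 53 called lower). In GM its median was -0.063 (adjusted p 0.0483). With camera and a correlation between genes estimated from the data, the adjusted p-values of this set were 0.000197 at DM 24h and 0.00041 at DM 48h. With the replicate letter as a block the medians were -1.55 at DM 24h, -0.84 at DM 48h and -0.063 in GM (adjusted p 1.87e-72, 2.07e-46 and 0.0612). The GM value lies within a range of 0.00717 to 0.307 over the alternatives. Same-letter libraries correlated at 0.504 in GM, 0.029 at DM 24h and 0.047 at DM 48h. The block is shared by all stages, so it could absorb little of a letter effect present only in GM. No set was tested with a block within each stage, so the set results in GM are not checked for such pairing. The fusion set had medians of -0.141, -0.171 and -0.203 in GM, at DM 24h and at DM 48h (adjusted p 0.0011, 5.1e-05 and 0.00142). Of its 41 genes, 2 were called higher and 8 lower in GM, 4 higher and 15 lower at DM 24h, and 5 higher and 15 lower at DM 48h. With the block they were -0.138, -0.171 and -0.203 (adjusted p 9.36e-04, 4.4e-05 and 0.0016).

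The S phase set did not change in GM (median -0.008, adjusted p 0.361). It was lower at DM 24h (-0.109, adjusted p 0.0313) and higher at DM 48h (0.949, adjusted p 3.74e-43), where 42 of 43 genes were called higher. Medians of the G2M set were -0.109 in GM (adjusted p 0.00141), -0.237 at DM 24h (adjusted p 8.85e-07) and 0.899 at DM 48h (adjusted p 1.07e-42), with 48 of 54 genes called higher at DM 48h. With the block the S phase medians were -0.009, -0.109 and 0.950, and the G2M medians -0.111, -0.238 and 0.899. Both sets moved in the same direction in pairs A and B at DM 24h and at DM 48h, but not in GM. With a correlation between genes estimated from the data, the falls at DM 24h no longer passed the threshold in either cell cycle set, while the rises at DM 48h did. Their adjusted p-values from camera were then 0.00438 for the S phase set and 0.024 for the G2M set, so the far smaller values above rest on the preset correlation.

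**Figure D4:**
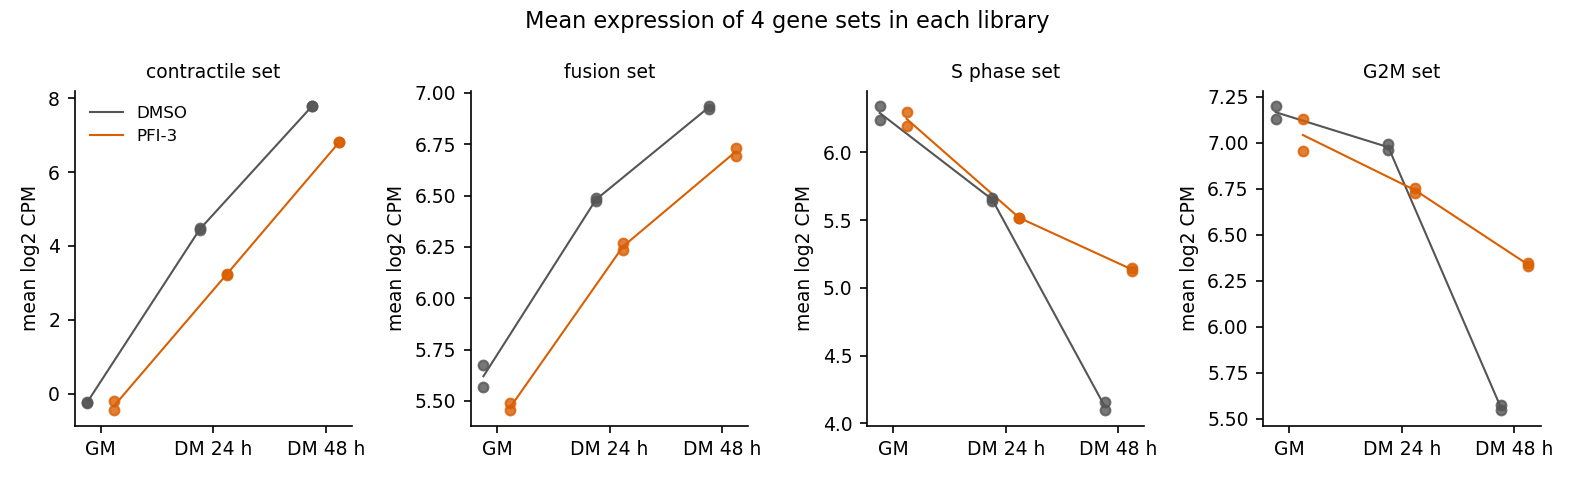
Mean log2 CPM of the 4 gene sets in each library by stage; points are libraries and lines join group means, with DMSO in grey and PFI-3 in orange. The mean of the S phase set at DM 48h is 4.13 with DMSO and 5.14 with PFI-3, while at DM 24h it is 5.65 and 5.52.

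The genes that respond to induction were then taken as groups. The 1600 genes induced at least 2-fold in DMSO cells at DM 24h had a median PFI-3 log2 fold change of -0.236, and the 2382 genes induced at DM 48h one of -0.379, with 42.3% of the latter called lower. The 1755 genes repressed at DM 48h had a median of 0.351, and 42.3% of them were called higher. The 794 genes repressed at DM 24h had a median of 0.064. These sets and effects share the DMSO libraries, so noise alone shifts them against the response. With the set from one replicate and the effect from the other, the medians were -0.123 and -0.208 for genes induced at DM 24h, -0.338 and -0.391 for genes induced at DM 48h, and 0.290 and 0.363 for genes repressed at DM 48h. For genes repressed at DM 24h they were -0.014 and 0.153, with no common direction. If A and B of a DM group came from the same culture, part of the shared noise would remain in these values.

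The largest changes in GM that met the rule were rises of Gsta2 (14858), Gsta1 (14857) and Gm3776 (100042295). Their log2 fold changes were 4.67 (SE 0.45, adjusted p 0.000164), 3.24 (SE 0.23, adjusted p 1.14e-05) and 3.14 (SE 0.29, adjusted p 0.00011). They are near-identical copies, with fractional counts in 90%, 81.8% and 77.8% of the libraries that list them, so the division of reads between them is uncertain. Their summed CPM was 16.4 ± 0.865 with DMSO and 163 ± 59.6 with PFI-3 (SD, n = 2). The largest falls were those of Ccbe1 (320924), at -2.50 (SE 0.25, adjusted p 0.000146), Cnn1 (12797), at -1.98 (SE 0.48, adjusted p 0.0221), and Tdrkh (72634), at -1.91 (SE 0.20, adjusted p 0.00015). The counts of Cnn1 with DMSO were 443 and 136, and its call was lost with limma on log2(FPKM + 1) and when only the libraries compared were fitted, but not there with the block.

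At DM 24h the largest rises among genes with a mean of at least 5 CPM were those of Gm4724 (100043915), Gm14308 (100043381) and Gm14434 (668039), whose counts are identical in every library. Each rose by 4.16 (SE 1.12, adjusted p 0.0187), and the call was lost with the DESeq2 Wald test. The largest fall under the same limit was that of Gm14430 (627914), a related gene at 28.4 ± 0.297 CPM with DMSO and at 0 counts in both PFI-3 libraries, at least 124-fold lower. The counts of these 4 genes were fractional in 100% of the libraries that list them, and their sum did not change (30.01 ± 2.06 CPM with DMSO and 29.8 ± 2.47 with PFI-3), so the single changes are uncertain. Fgf21 (56636) fell from 20 ± 0.715 to 0.724 ± 0.163 CPM (-4.77, SE 0.23, adjusted p 9.96e-08). Fmod (14264) fell from 11.2 ± 1.52 to 0.609 ± 0.000991 CPM (-4.18, SE 0.33, adjusted p 5.4e-06).

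The largest rise at DM 48h, again with a mean of at least 5 CPM, was that of Tmem254b (100039257), at 0 counts in both DMSO libraries and 10.7 ± 0.362 CPM with PFI-3, at least 43.6-fold higher. This is also a gene with fractional counts in 100% of the libraries that list it, and the summed CPM of Tmem254a, Tmem254b and Tmem254c was 12.0 ± 0.915 with DMSO and 13.5 ± 1.02 with PFI-3, so its change is uncertain. Ccl5 (20304) rose from 1.31 ± 0.00542 to 27.1 ± 3.42 CPM (4.37, SE 1.29, adjusted p 0.025), and Aldh3a1 (11670) from 10.3 ± 0.504 to 88.6 ± 2.92 CPM (3.11, SE 0.40, adjusted p 0.000126). The largest falls were those of R3hdml (100043899), from 36.5 ± 2.04 to 1.56 ± 0.218 CPM (-4.53, SE 0.20, adjusted p 5e-07), Igfn1 (226438), from 56.1 ± 2.43 to 4.42 ± 0.487 CPM (-3.66, SE 0.22, adjusted p 1.16e-06), and Cilp (214425), from 26.6 ± 2.01 to 2.19 ± 0.216 CPM (-3.60, SE 0.20, adjusted p 8.2e-07).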

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

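Each result here, apart from the average effect over the stages in the last paragraph, was singled out because the PFI-3 effect differed between stages by an interaction test (edgeR for genes, camera for sets). The tests of library depth for the cell cycle sets and of shared reads for the Gm14430 family were chosen after the results were seen, as was the comparison of the treatment labels with exchanged labels. No group of 4 or more replicates existed, so single libraries were not screened.

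The PFI-3 effect on the cell cycle sets changed direction between DM 24h and DM 48h. The effect at DM 48h minus that at DM 24h was 1.12 for the S phase set (camera, adjusted p 4.86e-64) and 1.13 for the G2M set (adjusted p 5.52e-82). Such p-values rest on the preset correlation between genes, and no stage difference of a set was retested with an estimated one. Pairs A and B both moved down at DM 24h and up at DM 48h. Muscle genes could have taken up counts and displaced the rest. With size factors from 1735 genes that are flat in the DMSO time course, the G2M median at DM 48h was 0.886. After subtraction of a trend with GC content it was 0.89, and with gene length 0.921. With all libraries thinned to the smallest total it was 0.898, although the totals were so similar that this test could move little. The value without any correction was 0.899. The S phase median was 0.949 uncorrected, 0.936 with flat-gene factors, and 0.964 and 0.993 with the GC and length trends removed. The flat genes were chosen after TMM scaling, so an error in that scaling would carry over to them. Their factors show only that both sets rose against these genes, and do not exclude displacement. The GC and length corrections would have taken out a rise due to such a trend. Their values thus argue against a trend with GC content or length for the rise of both sets. Thinning could not decide about depth, and other technical causes of the rise were not excluded. A biological reading, a hypothesis only, is that treated cells may leave the cell cycle later than DMSO cells: the S phase set fell between DM 24h and DM 48h from 5.65 to 4.13 (mean log2 CPM) with DMSO and from 5.52 to 5.14 with PFI-3. The single genes Ccnd1 (1.32, adjusted p 7.66e-05) and Ccna2 (1.36, adjusted p 3.39e-05) showed the same difference between the DM stages. The fall at DM 24h depends on the set test, since its adjusted p-value for the G2M set ranged up to 0.3 over the alternatives.

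The contractile set was lower with PFI-3 at both DM stages, by less at DM 48h. The effect at DM 48h minus that at DM 24h was 0.68 (camera, adjusted p 8.37e-15). Among its genes, Myh3 gave 1.06 (adjusted p 5.15e-05) and Acta1 0.82 (adjusted p 0.0356), while Ckm gave 0.44, which was not called (adjusted p 0.0706). Of the fusion genes, Mymk gave 0.78 (adjusted p 0.00151), but the fusion set showed no stage difference (0.005, adjusted p 0.301). With size factors from flat genes the contractile medians were -1.59 at DM 24h and -0.85 at DM 48h, with the GC trend removed -1.57 and -0.80, and with the length trend removed -1.57 and -0.79. These corrections moved the medians little, and they leave other technical explanations open. Under limma on log2(FPKM + 1) the median at DM 24h was -0.98, which may reflect the pseudocount acting on genes that are still low at that stage, a point that was not tested separately.

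Other single genes with a stage difference were Smarca4 (0.51 at DM 48h minus GM, adjusted p 0.00858), Myog (-2.31 at DM 24h minus GM, adjusted p 0.0175), Fgf21 (3.46 at DM 48h minus DM 24h, adjusted p 3.39e-05), Fmod (2.00, adjusted p 0.0127), Igfn1 (-3.84, adjusted p 0.0283) and Cilp (-2.03, adjusted p 0.0018). Some rest on small counts in one stage. Myog had 2 and 5 counts with DMSO in GM, and Igfn1 had 1 and 5 with DMSO at DM 24h. In the DM libraries Myog had at least 5251 counts. Its PFI-3 effect differed there too (0.44 at DM 48h minus DM 24h, adjusted p 0.0185). Technical explanations were not tested gene by gene, so these differences cannot be assigned to biology.

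Gm14430 differed between DM 48h and DM 24h (adjusted p 0.00156), as did Tmem254b (adjusted p 0.018). Their fitted differences of 13.62 and 11.23 are not measured sizes, because one of the groups compared had 0 counts in both libraries. Gm4724, Gm14308 and Gm14434 differed by -4.74 each (adjusted p 0.0448). The counts of Gm14430 and of the other 3 genes moved in opposite directions while the sum stayed: its log2 ratio of PFI-3 to DMSO at DM 24h was -0.01. For Tmem254b the summed log2 ratio with Tmem254a and Tmem254c at DM 48h was 0.16. Its counts were 0 in both DMSO libraries at DM 48h, but also in one of the 2 PFI-3 libraries at DM 24h. Both sums are consistent with reads being assigned to one copy or another, so a change in expression of either gene was not shown.

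The number of genes with a stage difference was 423 for DM 24h minus GM, 1824 for DM 48h minus GM and 1517 for DM 48h minus DM 24h. In the fits of only the libraries compared the counts were 92, 1033 and 4170, but with a block within each stage these fits gave 803, 2267 and 4344. The falls in the contrasts with GM were thus absent once the replicate letter was in the model. The contrast between the DM stages rose in both fits, which is consistent with a shared estimate of the spread that is too wide for the DM pairs.

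The average effect over the stages, 3026 genes in the additive model, was compared with other assignments of the treatment. Exchanging PFI-3 and DMSO within same-letter, same-stage pairs gives 32 distinct assignments, each of which parts all 6 pairs. Only 1 of the 32, the real one, gave as many genes with an adjusted p-value under 0.05, and the next largest count was 663. The comparisons within a stage have 2 libraries per group, too few for such a count.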

How the results depend on the processing

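The counts of called genes stayed within 1.5 times the reported count under other size factors, DESeq2, both filters, both FPKM scales, the replicate block and, except for the additive model, where this was not run, thinned counts. Under these the GM count ran from 1118 to 1491, the DM 24h count from 2275 to 3054, the DM 48h count from 2581 to 3910 and the additive count from 2478 (with a block within each stage) to 3413. Leaving out each of the 12 libraries gave additive counts from 2276 to 3222. Comparisons within a stage have no such count, because an arm of 1 library gives no call. The balance of directions was less stable than the totals: limma on log2(FPKM + 1) gave 2485 higher and 928 lower genes in the additive model, against 1409 and 1617 in the report. FPKM values carried no TMM scaling. TMM factors were higher with PFI-3 at each stage, such as 1.012 and 1.019 against 0.957 and 0.957 with DMSO at DM 48h. Unscaled values thus lie higher with PFI-3, which is the direction of this shift.

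Fitting only the libraries compared moved 6 counts. PFI-3 against DMSO gave 38 genes in GM, 5603 at DM 24h and 5644 at DM 48h. The stage differences gave 92 (DM 24h minus GM), 1033 (DM 48h minus GM) and 4170 (DM 48h minus DM 24h). With the replicate block added, chosen after the data had been seen, PFI-3 against DMSO gave 922, 5715 and 6077, and the stage differences, with a block within each stage, gave 803, 2267 and 4344. The GM counts were thus higher with the block, but the false calls of these block fits were not simulated. The rise therefore cannot be assigned to the pairing by letter. In simulated counts with that spread and no GM change, the fit of all libraries made 180 calls in GM and the fit of 4 made 3. The simulation left out the shared deviations of same-letter GM libraries, so neither number is the false-call count in the real data. Requiring a 2-fold change as well left 212, 573 and 793 genes for PFI-3 in GM, at DM 24h and at DM 48h, 2394 and 4137 for the DMSO time course, 119, 502 and 411 for the stage differences and 529 for the additive model.

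The contractile median in GM was the least stable set result. It was -0.068 with other size factors and -0.063 with the replicate block, both no longer past the threshold, 0 with limma on log2(FPKM + 1), where the median shows no direction, and between -0.149 and 0 across the 4 fits that each left out one library. The set test on log2(FPKM + 1) still passed the threshold (adjusted p 0.00717, within a range of 0.00717 to 0.307 over the alternatives). The S phase median in GM became 0.088 with limma on log2(FPKM + 1), and was not called under either. A correlation between genes estimated from the data left 7 set results short of the threshold, with the medians unchanged by design: contractile -0.063, fusion -0.141 and G2M -0.109 in GM, fusion -0.171, S phase -0.109 and G2M -0.237 at DM 24h, and fusion -0.203 at DM 48h. The fry rotation test lost the G2M result in GM (-0.109). The cause was not tested. The contractile falls at both DM stages and both cell cycle rises at DM 48h kept their direction and passed the threshold in all 6 alternatives with a test.

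Leaving out one library moved further medians. The S phase set in GM crossed 0, from -0.0803 to 0.035. The G2M set in GM ran from -0.216 to -0.0149, so its fall there nearly vanished without one library. The contractile set ran from -1.56 to -1.44 at DM 24h and from -0.827 to -0.789 at DM 48h, the fusion set at DM 48h from -0.197 to -0.145, the S phase set at DM 48h from 0.918 to 1.08, the G2M set at DM 48h from 0.879 to 0.918, and genes induced at DM 24h and DM 48h from -0.252 to -0.222 and from -0.393 to -0.376.

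Medians over the response groups moved most with the cutoff. At a log2 cutoff of 2 they were -0.573 and 0.528 for genes induced and repressed at DM 24h, and -0.650 and 0.822 at DM 48h. With the group from replicate A and the effect from B they were -0.123, -0.014, -0.338 and 0.290 in the same order. With the group from B and the effect from A the first 3 were -0.208, 0.153 and -0.391. Genes induced at DM 24h and DM 48h gave -0.266 and -0.384 with other size factors, and -0.212 and -0.354 with the stricter filter. The other size factors moved the median of all genes too, from -0.001 to -0.031 at DM 24h and from 0.001 to -0.005 at DM 48h. These moves are of like size, so those of the induced genes follow the scaling. The cause of the other moves was not tested.

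Among single genes, 2 values in GM changed sign with limma on log2(FPKM + 1), Mef2c to 0.001 and Acta1 to 0.098, and neither gene was called in GM. With the block and only the libraries compared, Acta1 in GM was at 0. Of 360 comparisons of a named gene with an alternative, 31 changed in all: 13 weaker, 15 stronger and these 3. Leaving out one library changed the sign of 5 of 60 named changes, all in GM and none of them called. Some called GM changes varied widely in size: Smarca2 ran from 0.383 to 0.958, Adam12 from -1.193 to -0.385 and Cnn1 from -2.616 to -0.824. The other called GM changes among the named genes varied less for their size, such as Gsta1 (2.883 to 3.529) and Ccbe1 (-2.865 to -2.019). Depth limits the muscle genes in GM, where Myog, Mef2c, Myh3, Ckm and Mymk had at most 15 counts per library.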

Other observations

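Tests of library depth and of the direction of the GM replicate difference, of the summed Gsta counts and of slower progress along the time course were chosen after related values had been seen. The others were fixed first. All of the patterns below were found in the same data that tested them.

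Replicates of proliferating cells differed far more than replicates of differentiating cells. After thinning all libraries to the smallest total, chi-square over degrees of freedom of the GM DMSO pair was 17.1. The totals ran only from 12576374 to 13658352, so thinning could move little and this test does not decide about depth. A few genes alone did not carry the difference: the top 1% of genes held 42.4% of the chi-square, and the median gene's term was 6.3 times what counting error gives. Across genes the B to A ratio had a Spearman rho of 0.047 with GC content and of 0.034 with gene length. A further idea was that culture B had moved further along the differentiation response. The GM PFI-3 pair difference correlated with the DMSO response to DM 48h at r = 0.156, under the 0.3 set for that explanation, and at 0.262 with the response to DM 24h. What sets the GM cultures apart was therefore not identified. Ccl5, a gene named in the report, had 382 and 5 counts in the GM DMSO libraries and 552 and 103 in the GM PFI-3 libraries.

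The DM pairs showed the opposite: their ratios were 1.73 to 2.09, and the median gene's term was 1.52 to 1.61 times counting error. How the DM replicates were derived is not stated beyond the labels calling them biological duplicates.

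Aldh3a1 and Cyp1a1 were called higher with PFI-3 at every stage, and Gsta1 in GM and at DM 24h. At DM 48h the Gsta1 rise was not called (2.65, adjusted p 0.0923), on counts of 3 and 0 with DMSO against 9 and 12. Cyp1a1 was chosen after its values were seen (log2 fold change 2.36 in GM, SE 0.50, adjusted p 0.0122). These are known targets of the aryl hydrocarbon receptor or of NRF2, a regulator of the oxidative stress response, so lists of other targets were written before their values were read. Of 8 other receptor targets, 6 were tested. Their median at DM 48h was 1.72, at percentile 100 of 10000 random lists matched on expression, and 6 of 6 were above 0 in each stage, with 5 called higher in GM, 5 at DM 24h and 4 at DM 48h. The 14 NRF2 targets had a median of 0.607 at DM 48h, also at percentile 100. Of these, 12 were above 0 in GM, 13 at DM 24h and 11 at DM 48h. In the same order 7, 8 and 10 were called higher, and 1 was called lower in GM and 1 at DM 24h. Medians in GM and at DM 24h were 1.30 and 1.77 for the receptor targets and 0.371 and 0.403 for the NRF2 targets. The lists share Nqo1, which rose by 2.88 at DM 48h (SE 0.20, adjusted p 1.45e-06). A candidate explanation is that 50 uM PFI-3 engages a xenobiotic response apart from its bromodomain targets. The data hold no other inhibitor and no receptor knockout, and the matched lists control for expression level only, so this remains a hypothesis. For the Gsta copies, the summed log2 ratio in GM was 3.32, so reads moving between the copies could not account for their rise.

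The metallothionein genes Mt1 and Mt2 and the zinc exporter Slc30a1 were chosen after their values were seen. At DM 24h they were higher with PFI-3 by 2.02 (SE 0.16, adjusted p 5.4e-06), 2.27 (SE 0.20, adjusted p 1.09e-05) and 2.00 (SE 0.14, adjusted p 1.91e-06). At DM 48h the values were 0.95, 1.10 and 1.13. In GM none was called. No explanation was tested.

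PFI-3 effects ran against the DMSO time course. To avoid shared libraries, the effect in one pair was set against the time course in the other replicate. This removes shared noise only if A and B were separate cultures, which was not shown for the DM pairs. Across 10656 genes the effect at DM 48h correlated with the DMSO change from DM 24h to DM 48h at -0.659 and -0.641, a mean of -0.65. This is consistent with slower progress along the course. At DM 24h the correlations with the change from GM were weaker, -0.309 and -0.374. Slower progress alone would leave genes that are flat in the time course unaffected. Of 1735 genes with a DMSO change under 0.25 (log2) at both later stages, 13% were called for PFI-3 at DM 48h and 18% at DM 24h, against 27.4% and 23.6% of all genes. Both a delay and an effect outside the time course may thus be present, and the data do not say how much each contributes.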
